A study of Mus musculus with 13 samples. Its data were reported in "Constitutively Active SMAD2/3 Are Broad-Scope Potentiators of Transcription-Factor-Mediated Cellular Reprogramming" (2017).

How the data were processed

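ChIP-seq of OCT4 and SMAD3 was carried out in mouse embryonic fibroblasts (MEFs) that carried a doxycycline (dox)-inducible cassette of the reprogramming factors c-Myc, Klf4, Oct4 and Sox2 (MKOS) and had been infected with a retrovirus expressing a constitutively active form of Smad3 (Smad3CA). All 13 samples were collected on day 3. The dox concentration is 1 µg/ml per the labels, while the methods of the study state a lower one for reprogramming in general, and the label value was kept here. OCT4 was immunoprecipitated from cells given dox (Dox+, 3 replicates), and SMAD3 from Dox+ cells (3 replicates) and from cells without dox (Dox-, 3 replicates). Input DNA was sequenced from Dox+ cells (2 replicates) and from Dox- cells (2 replicates). Samples were grouped by antibody and dox treatment as the labels give them, and the replicate numbers are those of the labels.

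The authors trimmed the reads, aligned them to the mm10 assembly with Bowtie 2, removed duplicates, reads of low mapping quality and reads in blacklisted regions, and called peaks with MACS2 against the pooled inputs, on each ChIP replicate alone and on the pooled replicates of a group (the merged lists). OCT4 peaks were called as narrow peaks at a q-value of 0.01 with a line for each summit, and SMAD3 peaks as broad peaks at a cutoff of 0.1. In the peak lists the authors deposited, each peak has a fold enrichment over input, which is a linear ratio, and a −log10 q-value. For broad peaks the −log10 q-value was below 1 in 15.4% of the merged Dox+ peaks, so it was read as an average over the region and not as the calling threshold. These values are the peak caller's own and were used only to describe, rank or filter peaks within a list. The deposited signal matrices hold a signed score, the coverage of the pooled ChIP replicates minus that of the pooled inputs, each scaled by the authors to a mean genome coverage of 1, in bins of 10 bp up to 2000 bp on each side of the merged OCT4 peaks. The authors' deposited tables of differential binding, made with DiffBind, give the log2 mean concentration of each group, a log2 fold, a p-value and a false discovery rate (FDR) per site, and list only sites with an FDR up to 0.1 and an absolute log2 fold of at least 1. They hold group means and no value per replicate, so DiffBind was not refitted, the planned limma test of the listed sites was not run, and no other split of the samples could be scored for these counts. Gapped-peak versions of the SMAD3 lists were not used.

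All peaks lay within the chromosomes of the GRCm38 reference, the assembly of mm10. The 2083 summit entries of the merged OCT4 list were collapsed to 2022 distinct regions. Overlap meant at least 1 shared bp. Similarity of SMAD3 lists was the Jaccard index of covered bases. Enrichment at OCT4 peaks was log2 of the number of OCT4 regions overlapped plus a pseudocount of 0.5, minus log2 of the mean number after 1000 random moves of the regions along their own chromosome plus 0.5. Replicate values were compared with exact two-sided permutation tests, which cannot give a p below 0.1 with 3 against 3 lists, and overlaps of single lists were set against their own moves with one-sided permutation tests, which cannot go below 0.001. The set of regions the authors tested was rebuilt by joining overlapping peaks of the 6 replicate lists and keeping regions present in at least 2 of them. This gave 13218 regions, while the authors' deposited table, from the FDR and p-value of its first site, implied 13217 tests, and each of its 2080 sites was one of the rebuilt regions. The other 11138 rebuilt regions are called tested but not listed here. Shares of sites were given with exact (Clopper-Pearson) 95% confidence intervals, and a count of 0 was given with the share that 3 counts would make. Odds ratios were tested with two-sided Fisher's exact tests. Signal was averaged over the central 200 bp of each locus, with intervals from 2000 bootstrap draws over loci. Sites and loci are not replicates, so these intervals and tests describe the pooled libraries only, and intervals for shares cover counting error only.

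Sites were placed relative to genes with the GENCODE annotation of the same assembly. A site was called promoter-proximal when its center lay within 1000 bp of an annotated transcript start. The genome sequence within 100 bp of each center was searched on both strands for 6 consensus motifs, with the windows 500 to 600 bp away on each side as flanks, and p-values were adjusted by the Benjamini-Hochberg method over each family of tests. Odds ratios stratified over 10 classes of GC content were computed by the Mantel-Haenszel method. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, pysam 0.24.0 and matplotlib 3.10.9. The overlap, random-move, stratified and permutation steps were tested on simulated data. Of 200 simulations without enrichment, 6.5% had a one-sided p up to 0.05, and a simulated log2 enrichment of 2.32 was recovered as 2.32. Simulated regions and lists were placed uniformly, unlike real peaks, so that share does not show how exact such p-values are for real lists. A simulated odds ratio of 2 was estimated by the stratified step as 1.73 (95% interval 1.41 to 2.14), and one of 1 as 0.936 (0.725 to 1.21).

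The groups, tests, motifs, alternatives and the rule for named sites were fixed before the data were examined. By that rule the text names the 3 gained and the 3 lost SMAD3 sites with the largest absolute fold among those overlapped by at least 2 of 3 replicate lists of the higher group and by no list of the other group, the 3 merged OCT4 peaks with the highest −log10 q-value among those present in all 3 OCT4 replicate lists, and 11 genes that the study names, each with 10 kb on either side. The alternatives were stricter q-values and FDRs, other overlap rules, lists of equal length, other windows, another pseudocount, another way of moving peaks, the replicate number as a block, and leaving out each replicate in turn. Stratifying the motif comparison by GC content was added after the data were seen.

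Peak numbers depend on library depth, and the depth of single libraries is unknown here. The signal matrices did show the depth of the pooled libraries. Among bins with a value between -8 and 8, about 90% were whole steps (90.4% for OCT4, 89.4% for SMAD3 Dox+ and 91.0% for SMAD3 Dox-), and 1 fragment was worth 2.04, 1.67 and 2.20 units, which corresponds to a mean genome coverage of 0.490, 0.599 and 0.455. The pooled inputs had a coverage of 0.407 (Dox+) and 0.377 (Dox-). At this depth a single bin is precise to a few fragments, so signal was averaged over the central bins before it was read, comparisons rest on means over loci, and the signal of single loci and the shares of loci serve as description.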

Results

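SMAD3 is a transcription factor of the TGF-β/activin pathway, and MKOS induction by dox starts the reprogramming of MEFs toward pluripotent cells. SMAD3 binding was measured by ChIP-seq in Smad3CA-expressing MEFs after 3 days with dox (Dox+, n = 3) and without it (Dox-, n = 3), and OCT4 binding in the Dox+ cells (n = 3). The comparisons ask whether MKOS induction changed where SMAD3 bound, and whether SMAD3 was found at the sites bound by OCT4. The pooled libraries covered the genome 0.490 times for OCT4, 0.599 times for SMAD3 Dox+ and 0.455 times for SMAD3 Dox-. Fold enrichments and q-values of peaks below are those of the authors' peak caller.

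Replicate lists differed widely in length. The Dox+ SMAD3 lists held 420, 23981 and 10374 peaks for replicates 1, 2 and 3, and covered 0.123, 17.2 and 7.44 Mb. The Dox- SMAD3 lists held 1656, 18588 and 4038 peaks and covered 0.760, 13.5 and 2.14 Mb. On the log2 scale the peak number was 12.20 ± 3.08 (SD, n = 3) in Dox+ and 12.28 ± 1.76 (SD, n = 3) in Dox-. The difference of -0.08 was smaller than the spread between replicates (exact permutation p = 1). For covered length the log2 difference was -0.16 (SD 3.82 in Dox+ and 2.10 in Dox-, exact permutation p = 1). It ran from -1.55 to 2.01 when single replicates were left out, so a difference in either direction is not excluded. The difference in peak number changed sign with the setting, and among the log2 fits it moved most when Dox+ replicate 1 was left out, to 1.66. The merged lists held 12576 Dox+ and 11512 Dox- peaks.

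SMAD3 lists did not group by dox treatment when compared by covered bases. The mean Jaccard index was 0.103 for pairs of lists within a group and 0.106 for pairs across groups. A difference at least as large as the observed -0.00279 was found in 5 of the 10 splits of the 6 lists into groups of 3. Because the Jaccard index of lists of unequal length is bounded by the shorter list, the share of the shorter list overlapped by the longer list was also computed. By that measure the within-group mean was higher by 0.151, expressed as a fraction of peaks, and 1 of the 10 splits was as large, which is the smallest number possible.

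The merged OCT4 list held 2022 distinct regions, and the replicate lists held 1191, 1131 and 103 peaks. Of the merged regions, 594 (29.4%) were overlapped by none of the replicate lists, 898 by 1 list, 478 by 2 lists and 52 by all 3 lists. In total 530 regions (26.2%) were present in at least 2 replicate lists. This count rested on replicates 1 and 2. It was 63 without replicate 1, 64 without replicate 2 and 507 without replicate 3. The median fold enrichment over input rose with support, from 5.48 for regions in no replicate list to 10.96 for regions in all 3.

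To ask whether SMAD3 was present at OCT4 sites, the overlap of each SMAD3 list with the 2022 OCT4 regions was counted. The Dox+ lists overlapped 0.989%, 51.3% and 9.84% of OCT4 regions (mean 20.7% ± 26.9, SD, n = 3), and the Dox- lists overlapped 0.148%, 1.68% and 0.297% (mean 0.709% ± 0.846, SD, n = 3). The difference of 20.0 percentage points was smaller than the Dox+ spread (exact permutation p = 0.2). It was 4.71 without Dox+ replicate 2, and 0.742 when each list was reduced to its 420 strongest peaks (exact permutation p = 0.1). The share grows with list length, so each list was also set against random positions. Relative to these, the log2 enrichment was 4.90, 5.76 and 4.55 in the Dox+ lists (5.07 ± 0.62, SD, n = 3) and 1.29, 1.20 and 1.14 in the Dox- lists (1.21 ± 0.08, SD, n = 3). The difference of 3.86 was larger than the spread between replicates, and all 3 Dox+ lists lay above all 3 Dox- lists (exact permutation p = 0.1, the smallest that 3 against 3 lists can give). Among the alternatives, a pseudocount of 5 moved this difference most, to 3.24. Against its own random moves, each Dox+ list gave a one-sided permutation p of 0.001, the smallest that 1000 moves can give. The Dox- lists gave one-sided permutation p-values of 0.0609, 0.001 and 0.045. In the merged lists, SMAD3 peaks overlapped 504 OCT4 regions in Dox+ (24.9%, exact 95% interval 23.1 to 26.9) and 21 in Dox- (1.04%, 0.644 to 1.58). With merged Dox+ peaks present in at least 2 replicate lists the Dox+ share was 9.30%, and with those of a q-value up to 0.01 it was 10.1%. For the full merged lists, random moves gave on average 8.76 (Dox+) and 8.35 (Dox-) regions, and both overlaps had a one-sided permutation p of 0.001. Random moves do not keep how near peaks lie to genes, so these p-values compare with uniform positions only.

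**Figure D1:**
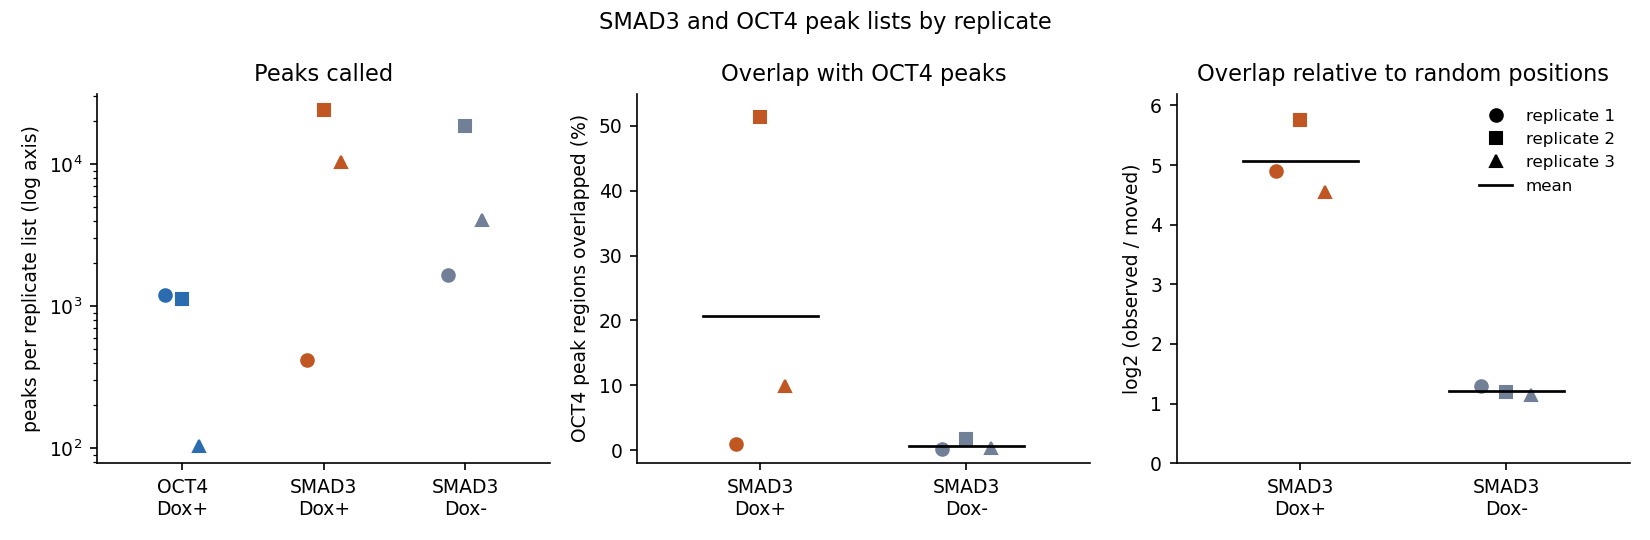
Number of peaks per replicate list on a log axis, percent of the OCT4 regions overlapped by each SMAD3 list, and log2 of that overlap relative to randomly moved regions, with 1 symbol per replicate and a line at the mean. Peak numbers of Dox+ and Dox- overlap, while the log2 enrichment of the Dox+ lists lies between 4.55 and 5.76 and that of the Dox- lists between 1.14 and 1.29. The Dox- values rest on 3, 34 and 6 overlapped regions.

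The authors' pooled, input-subtracted coverage was then averaged over the central 200 bp of the 2083 OCT4 summit entries. The mean was 23.2 for OCT4, 8.13 for SMAD3 in Dox+ and 0.229 for SMAD3 in Dox-. Expressed as fragments, these means correspond to a net depth of 11.4, 4.87 and 0.104 fragments at a position, with input subtracted. The mean Dox+ minus Dox- difference in SMAD3 signal was 7.90 (bootstrap interval over loci 7.66 to 8.14), and the signal was higher in Dox+ at 95.5% of loci. The difference was 3.62 over the central 1000 bp, the setting that moved it most. At 1500 to 2000 bp from the center, mean SMAD3 signal was 0.0502 in Dox+ and -0.0122 in Dox-. Replicates were pooled by the authors before these values were made, so the difference has no replicate error.

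**Figure D2:**
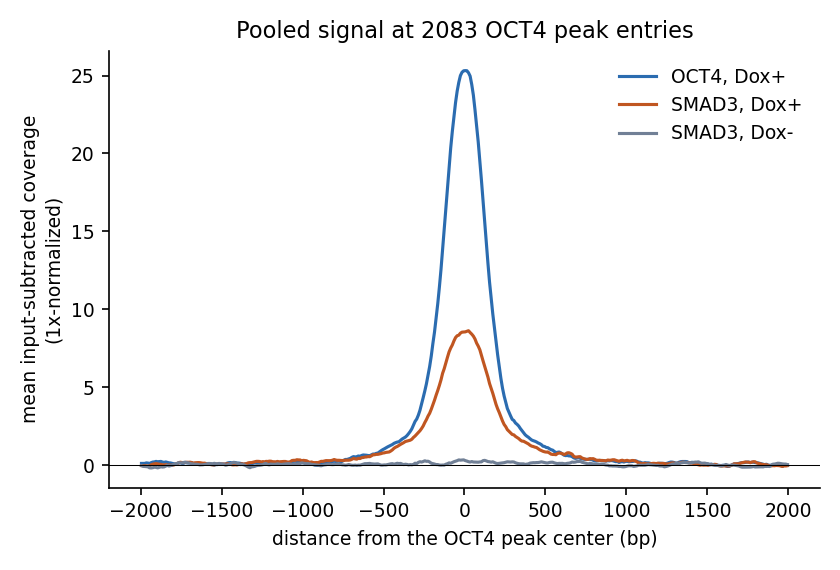
Mean input-subtracted coverage, scaled to a mean genome coverage of 1, against distance in bp from the center of the merged OCT4 peaks, for the pooled OCT4, SMAD3 Dox+ and SMAD3 Dox- libraries. Within the central 200 bp the means were 23.2, 8.13 and 0.229.

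Sites whose SMAD3 binding changed on MKOS induction were taken from the authors' deposited table of Dox+ against Dox- SMAD3 binding. The authors' deposited table lists 1176 sites with higher binding in Dox+ (gained) and 904 with lower binding (lost) at an FDR up to 0.1, together 15.7% of the tested regions. In the authors' deposited table the median log2 fold was 2.02 for gained and -1.78 for lost sites. At an FDR up to 0.01 the authors' deposited table has 534 gained and 363 lost sites. The sites were chosen by the authors on these same libraries, so their presence in the replicate lists describes support and is not independent evidence. Gained sites were overlapped by 5.61%, 100% and 97.4% in the Dox+ lists (mean 67.7% ± 53.8, SD, n = 3) and by 0.595%, 21.6% and 1.36% in the Dox- lists (7.85% ± 11.9, SD, n = 3). The difference of 59.8 percentage points was larger than the Dox- spread and similar to the Dox+ spread (exact permutation p = 0.2), and it was 90.8 without Dox+ replicate 1 and 17.7 with SMAD3 peaks of a q-value up to 0.01. Lost sites were overlapped by 0%, 67.7% and 21.02% in the Dox+ lists (29.6% ± 34.7, SD, n = 3) and by 11.7%, 99.9% and 64.2% in the Dox- lists (58.6% ± 44.3, SD, n = 3). The difference of -29.0 percentage points was within the spread between replicates (exact permutation p = 0.5), and it ranged from -52.5 without Dox- replicate 1 to -8.37 without Dox- replicate 2. With SMAD3 peaks of a q-value up to 0.01 it was -0.848 (exact permutation p = 0.9). That filter left 19, 8124 and 2781 peaks in the Dox+ lists and 130, 4721 and 261 in the Dox- lists. The smaller differences under it, for gained and lost sites, therefore partly reflect shortened lists and are not evidence against the sites. Replicate 1 of both groups, with the shortest lists, called few of the listed sites.

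**Figure D3:**
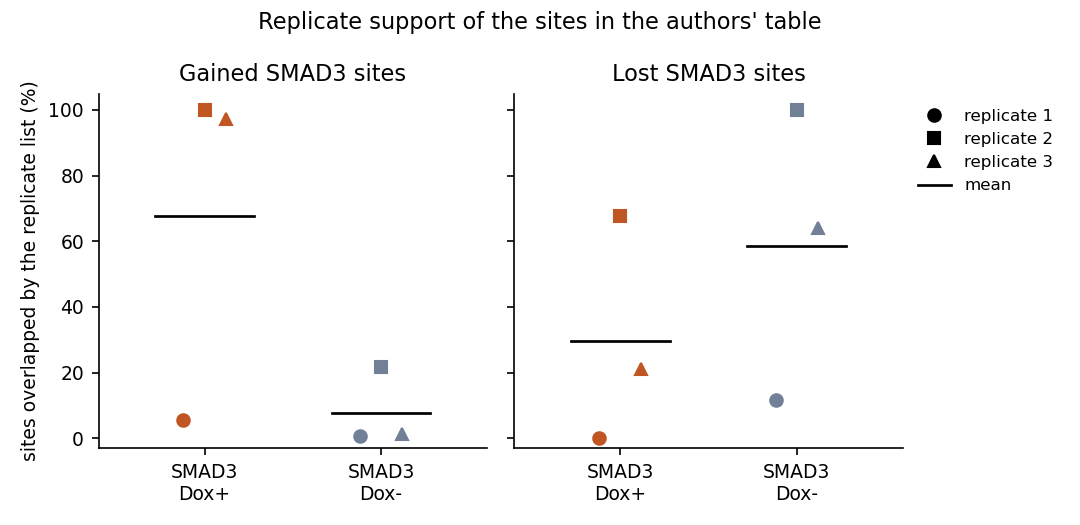
Percent of gained and of lost SMAD3 sites overlapped by each replicate list, with 1 symbol per replicate and a line at the group mean. Gained sites were almost all present in Dox+ replicates 2 and 3 (100% and 97.4%), and replicate 1 of either group held few sites of either kind.

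OCT4 peaks were found at gained but not at lost SMAD3 sites. A merged OCT4 peak overlapped 150 of 1176 gained sites (12.8%, exact 95% interval 10.9 to 14.8) and 0 of 904 lost sites, which allows a share of sites with a called peak of up to 0.332%. Among the 11138 regions tested but not listed, 68 had an OCT4 peak (0.611%). The odds ratio of gained over lost sites, with 0.5 added to each count, was 265 (Fisher's exact p = 1.32e-39), a size that depends on the 0.5 added to a count of 0. It was 132 for an OCT4 peak within 500 bp and 76.1 for OCT4 peaks in at least 2 replicate lists. The odds ratio of gained sites over regions not listed was 23.8 (Fisher's exact p = 1.04e-102). More than 1 kb from any transcript start, the shares were 19.2% of 693 gained sites, 0 of 523 lost sites and 1.32% of 2648 regions not listed. Seen from OCT4, 156 of the 2022 regions (7.72%) lay on a gained site and 68 (3.36%) on a region tested but not listed. Another 835 (41.3%) lay on a SMAD3 region present in a single Dox+ list, which was outside the tested set, and 962 (47.6%) lay on no SMAD3 region of any replicate list.

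A second table compared OCT4 with SMAD3 binding in Dox+ cells. The authors' deposited table lists 1349 sites with higher OCT4 and 658 sites with higher SMAD3 binding at an FDR up to 0.1, of 9903 regions tested. The median log2 fold of OCT4 over SMAD3 in the authors' deposited table was 2.85 for the former and -1.93 for the latter. The antibodies differ in efficiency, so these levels are not amounts of protein. A merged OCT4 peak overlapped 991 of the OCT4-higher sites.

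Gained and lost sites had similar shares within 1 kb of a transcript start, but not within 5 kb. The site center was within 1 kb of a transcript start for 41.1% of gained and 42.1% of lost sites (odds ratio 0.957, Fisher's exact p = 0.622). Within 5 kb the shares were 63.5% and 58.2%, which reversed the direction of the odds ratio to 1.25 (Fisher's exact p = 0.0143). Both shares within 1 kb were below the 76.2% of regions tested but not listed and above the 6.08% of OCT4 regions. Of the OCT4 regions, 49.1% had their center in an intron and 47.1% between genes.

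Of the 6 motifs, the KLF consensus GGGYGTGG was the only one whose share differed between gained and lost sites past the 0.05 level. It lay within 100 bp of the center of 6.63% of gained and 3.32% of lost sites (odds ratio 2.07, Fisher's exact test, Benjamini-Hochberg p = 0.00398). Stratified by GC content, the Mantel-Haenszel odds ratio over all n = 2080 sites was 1.94 (Benjamini-Hochberg p = 0.0195). Regions tested but not listed had a share of 5.84%. The octamer ATGCAAAT, the OCT-SOX composite, the AP-1 site, the SMAD palindrome and the SMAD half-site CAGAC gave odds ratios of 0.510, 1.54, 0.806, 0.306 and 0.938, with Benjamini-Hochberg p-values from 0.376 to 1. The octamer was present at 6 gained and 9 lost sites and the composite at 2 and 1, so small differences in these motifs were not detectable. Centers of SMAD3 sites were midpoints of broad regions, with a median width of 969 bp for gained and 945 bp for lost sites. OCT4 peaks were instead searched around their summits. A motif elsewhere in a SMAD3 site was thus not counted, and flanks can lie at or inside the edge of wide sites. At OCT4 summits the octamer was found in 6.58% of centers and 1.49% of flanks, the composite in 4.32% and 0.624%, and the KLF consensus in 6.91% and 1.20% (exact McNemar tests, Benjamini-Hochberg p = 1.05e-16, 8.66e-15 and 1.93e-20 over 24 tests). The AP-1 site was found in 5.18% of OCT4 summit centers and 2.88% of flanks (exact McNemar test, Benjamini-Hochberg p = 0.000602). Regions tested but not listed also had more of both in centers than in flanks, at 4.14% against 2.68% for AP-1 and 5.84% against 3.91% for KLF (exact McNemar tests, Benjamini-Hochberg p = 6.22e-09 and 2.33e-10). At gained sites the shares were 5.70% against 3.57% for AP-1 and 6.63% against 4.59% for KLF. At lost sites they were 6.97% against 5.09% and 3.32% against 2.88%. None of these passed the 0.05 level (exact McNemar tests, Benjamini-Hochberg p = 0.0531, 0.0923, 0.234 and 0.863). The SMAD half-site was less frequent at OCT4 summits than in their flanks, at 30.5% against 34.1% (exact McNemar test, Benjamini-Hochberg p = 0.0428), as it was at regions tested but not listed, at 35.1% against 37.3% (Benjamini-Hochberg p = 0.00149).

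**Figure D4:**
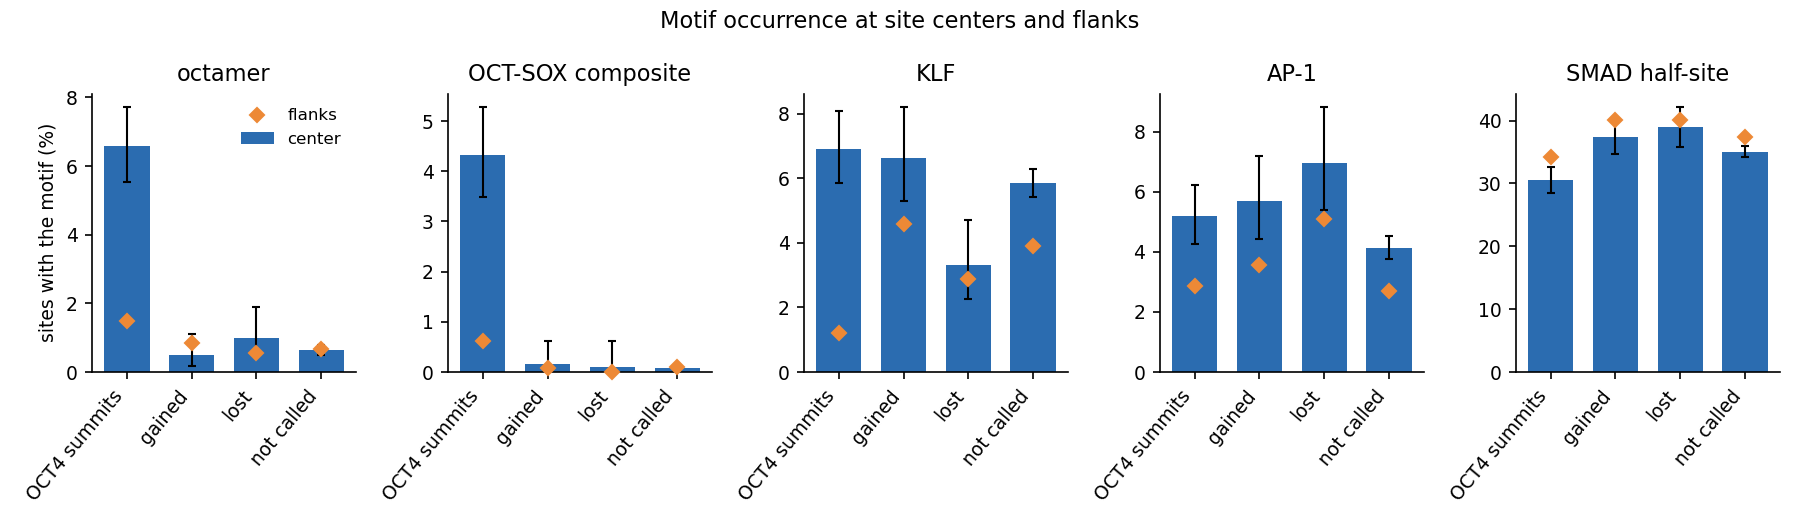
Percent of sites with each motif within 100 bp of the center (bars, with exact 95% intervals) and in the flanks 500 to 600 bp away (diamonds), for OCT4 summits, gained sites, lost sites and regions tested but not listed (not called). The octamer reaches 6.58% at OCT4 summits and stays below 1% at the midpoints of the SMAD3 site sets, and KLF is at 6.63% of gained and 3.32% of lost sites. SMAD3 sites are broad regions, so a motif away from the midpoint was not counted.

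Of the gained sites, 920 were overlapped by at least 2 Dox+ lists and no Dox- list, and those with the largest fold had no OCT4 peak. The first was on chromosome 15 at 101080131 to 101082542 (mm10), between genes and 1563 bp from Fignl2, with a log2 fold of 4.46 and an FDR of 5.83e-07 in the authors' deposited table. The next was on chromosome 17 at 6179216 to 6181096, centered in an intron of Tulp4, with a log2 fold of 4.37 and an FDR of 1.33e-06 in the authors' deposited table. The last was on chromosome 5 at 112212258 to 112216732, centered in an exon of the long noncoding RNA gene Miat, with a log2 fold of 4.37 and an FDR of 2.55e-08 in the authors' deposited table. All 3 were present in 2 Dox+ lists. Of the lost sites, 276 met the corresponding rule. The strongest lay on chromosome 12 at 26440926 to 26443170, overlapping the end of Rsad2 with its center outside the gene, with a log2 fold of -5.10 and an FDR of 2.20e-11 in the authors' deposited table. A site on chromosome 1 at 133119064 to 133120631, 8044 bp from Gm26616, had a log2 fold of -4.16 and an FDR of 1.88e-12 in the authors' deposited table. A site on chromosome 14 at 74327322 to 74328920, in an intron of the long noncoding RNA gene Gm49171, had a log2 fold of -4.01 and an FDR of 2.97e-09 in the authors' deposited table. Each of these lost sites was present in 2 Dox- lists.

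Among the 52 OCT4 regions present in all 3 replicate lists, the highest −log10 q-value (65.8) belonged to a peak on chromosome 11 at 5237799 to 5238156, in an intron of Kremen1 and 470 bp from a transcript start. Its fold over input was 18.7, the sequence around the summit was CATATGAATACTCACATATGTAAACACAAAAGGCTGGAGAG, and pooled SMAD3 signal was 23.9 in Dox+ and -2.46 in Dox-. A peak on chromosome 5 at 28209910 to 28210192, in an untranslated region of Cnpy1, had a −log10 q-value of 56.1 and a fold of 19.8, with the summit sequence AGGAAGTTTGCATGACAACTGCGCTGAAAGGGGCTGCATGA. SMAD3 signal there was 16.3 in Dox+ and 1.65 in Dox-. A peak on chromosome 10 at 89487120 to 89487637, in an intron of Nr1h4, had a −log10 q-value of 55.8 and a fold of 20.6. Its summit sequence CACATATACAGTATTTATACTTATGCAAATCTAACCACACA contains the octamer, and SMAD3 signal was 17.7 in Dox+ and 2.39 in Dox-. These peaks were overlapped by 1, 1 and 2 of the Dox+ SMAD3 lists and by no Dox- list.

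The 11 genes named by the study were Tet2, Gdf3, Sall4, Pou5f1, Fbxo15, Sox2, Nanog, Jarid2, Zfp42, Klf2 and Esrrb. Within the gene or 10 kb of it, 3 had a merged OCT4 peak, 8 a merged Dox+ SMAD3 peak and 6 a merged Dox- SMAD3 peak. The OCT4 peaks of all 3 genes were overlapped by a Dox+ SMAD3 peak and none by a Dox- SMAD3 peak. Tet2 and Gdf3 are loci that the study showed as tracks from these same libraries, so their pattern is not independent evidence. At Tet2 the OCT4 peak lay in an intron (chromosome 3, 133524608 to 133524821, fold 5.85), with pooled SMAD3 signal of 20.0 in Dox+ and 1.32 in Dox-. At Gdf3 it lay in an intron (chromosome 6, 122608493 to 122608698, fold 9.29), with SMAD3 signal of 18.1 in Dox+ and -0.139 in Dox-. Upstream of Pou5f1 it lay 1956 bp from the nearest transcript start (chromosome 17, 35503902 to 35504221, fold 10.6), with SMAD3 signal of 16.0 in Dox+ and -3.16 in Dox-. The Tet2 and Gdf3 peaks were each present in 1 OCT4 replicate list and the Pou5f1 peak in 2. Tet2 and Gdf3 also had a gained SMAD3 site each, and no gene had a lost site. Fbxo15, Zfp42 and Esrrb had neither an OCT4 nor a SMAD3 peak in the merged lists. All lists are from day 3, so a missing peak says nothing of binding on later days. The study measured SMAD3 at loci of pluripotency genes on a later day and by another assay, ChIP-qPCR. The missing peaks are therefore not a test of those measurements. The SMAD3 peaks at Sox2, 1 in each merged list, lay wholly in its exon, a sequence also carried by the introduced MKOS cassette.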

Values the study reported

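The study reported that 3 days of MKOS induction gave 1,176 SMAD3 binding sites not seen before induction and removed 904 of those present in the starting MEFs, at an FDR below 0.1.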

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

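The test of the mitochondrial peaks, and the rule for reading it, were chosen only after the result was seen. OCT4 replicate 1 had 13 peaks on the mitochondrial chromosome, outside the comparisons of the report, while the other replicate lists and the merged lists of all groups had none there. They formed 7 regions that covered 36.9% of the mitochondrial genome. Their fold over input was at most 2.14, below the smallest fold of that library's nuclear peaks (3.89), and their median width was 652 bp against 231 bp. Broad, low enrichment of this kind is consistent with a higher share of mitochondrial reads in that library than in the input, the explanation that was tested. It leaves open why the library differed, since the read counts per chromosome were not analysed here. The design gives no group that separates this replicate from the others, so no biological explanation was tested.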

How the results depend on the processing

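The GC-stratified motif comparison was chosen only after the result was seen, and every other alternative was planned. Of 115 alternatives over 23 results, 91 kept the direction and the side of the threshold, or for counts stayed within 1.5 times the value in the report and for the mean signal within its bootstrap interval. With 3 against 3 lists no replicate comparison could pass the 0.05 level, so for these only the direction was at stake. Enrichment of SMAD3 at OCT4 peaks kept its direction in all its alternatives (log2 difference 3.52 to 4.12 across the 6 fits that each left out one replicate, 3.24 with a pseudocount of 5, 4.29 with OCT4 peaks in at least 2 lists). Across the fits without one replicate, the difference in OCT4 overlap ran from 4.71 to 29.9 percentage points, that for gained sites from 43.6 to 90.8 and that for lost sites from -52.5 to -8.37. Other settings moved these further, to 0.742 for OCT4 overlap with equal numbers of top peaks, and to 17.7 for gained and -0.848 for lost sites with SMAD3 peaks of a q-value up to 0.01. Both settings shorten the lists by construction.

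Peak number and covered length had no stable direction. With SMAD3 peaks of a q-value up to 0.01, the log2 differences became 0.47 for peak number and 0.35 for covered length, and on the plain scale the mean difference was 3498 peaks. Across the 6 fits that each left out one replicate they ran from -1.26 to 1.66 and from -1.55 to 2.01. They turned positive without Dox+ replicate 1 (1.66 and 2.01) and without Dox- replicate 2 (0.87 and 0.97). List similarity within minus across groups turned positive as the share of the shorter list (0.151) and with equal numbers of top peaks (0.00284), and ran from -0.0254 to 0.0461 across the fits without one replicate. The cause was not tested, beyond the unequal list lengths that these settings act on.

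The count of OCT4 regions in at least 2 replicate lists ran from 63 to 507 across the 3 fits that each left out one replicate, against 530. It was 63 and 64 without replicates 1 and 2, where the list of replicate 3 with 103 peaks was one of the pair compared, and 507 without replicate 3. Stricter thresholds shortened the lists of called sites by construction. At an FDR up to 0.01 the authors' deposited table had 534 gained and 363 lost sites, against 1176 and 904, and at an absolute log2 fold of at least 2 there were 601 and 321. The 658 SMAD3-higher sites of the authors' deposited table fell to 396 at an FDR up to 0.05, to 142 at 0.01 and to 281 at an absolute log2 fold of at least 2. The SMAD3 signal difference at OCT4 peaks was 3.62 over 1000 bp, which takes in flanking bins, and 7.27 as a median, against 7.90. The merged Dox- overlap was no longer past the 0.05 level for OCT4 peaks in at least 2 lists (0.943%, one-sided permutation p = 0.0889), where fewer peaks were compared. The promoter odds ratio reversed to 1.25 with 5 kb in place of 1 kb, and the cause was not tested.

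With the replicate number as a block, the mean differences stayed as they were by construction (3.86 for enrichment at OCT4 peaks), and the exact sign-flip p was 0.25 for enrichment, OCT4 overlap, gained and lost sites, the smallest possible, and 1 for peak number and covered length. Deviations of same-numbered Dox+ and Dox- lists had correlations of -0.179, 0.260 and 0.130, which do not agree in sign, so the samples were not treated as pairs. Their mean Jaccard index was higher, 0.155 against 0.103 within groups and 0.106 across groups, but in both groups replicate 1 had the shortest and replicate 2 the longest list, and length bounds this index. The 4 settings meant for a test of binding at the tabled sites (pseudocount, block, left-out replicates and centering) were not run, since the tables hold group means. Depth limits the single-locus signal, where 1 fragment is worth 1.67 to 2.20 units.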

Other observations

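The tests of the input level, of the whole covariance, of regions in a single list, of OCT4 reads below the peak threshold, of list length (for the merged Dox+ list and for Dox+ replicate 2) and of random and of recurring calls in short lists were chosen only after the result was seen. The limits used to read the tests of few strong loci, of regions in a single list, of merged list length and of calls in short lists, and the exact outer window of the shared-input test, were also settled after values had been seen. There was no control antibody among the samples analysed here, so a general gain of ChIP signal at sites that open during reprogramming was not tested in any paragraph below and remains an alternative to SMAD3 recruitment.

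Most OCT4 regions had no SMAD3 peak in the merged Dox+ list, and the peak threshold is a candidate explanation. At the 963 OCT4 entries without a SMAD3 peak in any Dox+ replicate list or in the merged Dox+ list, the mean central SMAD3 signal was still higher in Dox+ than in Dox- by 4.92 (bootstrap interval 4.68 to 5.16), it was higher at 91.6% of these loci, and the Dox+ center exceeded its own flanks at 94.4%. The share with a called SMAD3 peak depends on the rule (24.9% as called, 10.1% at a q-value up to 0.01 and 9.30% for peaks in at least 2 replicate lists), and each of these may miss OCT4 loci that carry SMAD3 signal. The libraries were pooled, so how many replicates show it is unknown.

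The higher mean SMAD3 signal in Dox+ was tested for technical sources. Unusually low input at these loci could raise the signal by at most 1, the genome mean of the scaled input, while the lower bootstrap limit of the difference was 7.66. A few strong loci did not carry it, since 95.5% of loci were higher in Dox+, the median was 7.27 and the strongest 10% of loci held 23.9% of the sum. The pooled signal has no replicate error, but the replicate lists went the same way, with a log2 enrichment at OCT4 peaks of 4.90, 5.76 and 4.55 in Dox+ and 1.29, 1.20 and 1.14 in Dox-.

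The higher overlap of the merged Dox+ list with OCT4 regions was not explained by its length. Reduced to the 11512 strongest peaks, the number in the Dox- list, it overlapped 22.2% of OCT4 regions against 1.04%. The mean signal at the same loci, scaled to a mean genome coverage of 1, was 8.13 against 0.229, which depth alone would not give. The pooled libraries kept unequal depth (0.599 in Dox+ and 0.455 in Dox-). Peak calls were not compared at equal depth, so a part of depth in the overlap of called peaks was not excluded. Equal numbers of top peaks per replicate list left the log2 enrichment difference at 3.44.

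Dox+ replicate 2 overlapped 51.3% of OCT4 regions and replicate 3 overlapped 9.84%. Its longer list was not the whole explanation, since the 10374 strongest peaks of replicate 2, as many as replicate 3 has, still overlapped 22.2%. At the 420 strongest peaks the shares were 0.989%, 0.940% and 0.495% for replicates 1, 2 and 3. A stronger response to dox in that culture and a cleaner immunoprecipitation were not tested. The Dox+ lists together overlapped 52.3%, so a single library supplied nearly all OCT4 regions with a SMAD3 peak in any replicate list, while the overlap of replicates 1 and 3 was smaller but above random positions (one-sided permutation p = 0.001 in each).

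Across OCT4 loci, SMAD3 Dox+ signal followed OCT4 signal (Pearson r = 0.241 at the center, over 2083 loci that are not replicates). Both signals had the same Dox+ input subtracted, and in the outermost 200 bp windows, where neither protein was enriched, r was 0.577, against 0.0430 for SMAD3 Dox-, which had another input. The central correlation is therefore consistent with shared input subtraction and is not evidence by itself that stronger OCT4 binding goes with more SMAD3. Shared input was not the whole of the covariance, which was larger at the center by 7.21 (bootstrap interval 4.58 to 9.78), with the outer windows at 33.3% of the central value. Variation in chromatin accessibility shared by both ChIPs stays open.

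Most gained SMAD3 sites had no merged OCT4 peak. The authors' restriction to regions called in at least 2 lists left out 12053 regions in a single Dox+ list, of which 6.84% had an OCT4 peak, against 1.65% of all tested regions and 12.8% of gained sites. Which of these regions changed with dox is unknown, so whether the restriction lowered the share among gained sites cannot be told apart from no such effect. Missed OCT4 sites were looked for through the octamer, whose GC-stratified odds ratio in gained sites without an OCT4 peak over regions not listed was 0.635 (n = 1026 gained sites, Benjamini-Hochberg p = 0.750). That test had little power, because the octamer was near the center of 0 of the 150 gained sites that did have an OCT4 peak, so missed sites and their absence cannot be told apart by it. For the KLF consensus the odds ratio was 1.32 (n = 1026 gained sites, p = 0.0530, Benjamini-Hochberg p = 0.477), so binding of another MKOS factor cannot be told apart from no such binding. In gained sites with an OCT4 peak the KLF odds ratio was 2.91 (n = 150, Benjamini-Hochberg p = 0.0117 over 18 tests), with the motif at 13 sites.

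OCT4 reads below the peak threshold offer a partial explanation for these sites. Of the 1026 gained sites without an OCT4 peak, 141 (13.7%) lay on a site with higher OCT4 than SMAD3 binding in the authors' deposited table. The corresponding share was 1.22% of regions not listed and without an OCT4 peak, and 0.221% of lost sites (odds ratio of gained sites over regions not listed 12.9, Fisher's exact p = 1.34e-78). The comparison of OCT4 with SMAD3 tested only regions in at least 2 of the 6 Dox+ lists. Of gained sites, 94.6% were in 2 Dox+ SMAD3 lists and 4.17% in 3, against 19.2% and 0% of lost sites. Most lost sites could thus hardly be tested, and the contrast, not restricted to regions tested in both comparisons, is partly set by this. The 141 gained sites may hold OCT4 signal that the merged list did not call, and they say nothing of the rest.

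Lost sites kept a peak in the opposite group more often than gained sites. In the merged lists, 25.3% of lost sites had a Dox+ peak and 10.46% of gained sites a Dox- peak. The longer Dox+ list did not explain this, since with both lists at 11512 peaks the shares were 22.7% and 10.46% (Fisher's exact p = 4.84e-14). A deeper pooled Dox+ library (coverage 0.599 against 0.455) was not excluded and might still show weak peaks that the Dox- library misses.

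The short replicate lists were not made up of calls at random positions. Of the 420 peaks of SMAD3 Dox+ replicate 1, 95% were found in another Dox+ list, as were 95.8% of Dox- replicate 1 in its group and 72.5% of OCT4 replicate 3. Of randomly moved peaks at most 3.10%, 1.75% and 1.96% were found there. The lists of a group share an input, so calls that come from the input would recur as well. Of the same 420 peaks, 82.4% were found in a Dox- list, called against another input, which the Dox+ input alone would not give. Recurring calls at regions alike in both inputs cannot be told apart from SMAD3 sites present in both groups, and the peaks of OCT4 replicate 3 not found elsewhere stay unexplained. Low depth and weak enrichment in those libraries were not tested separately.

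Merged Dox+ SMAD3 peaks at the genes encoded by the introduced constructs (4 of Myc, Klf4, Pou5f1, Sox2 and Smad3 had a peak) were 90.6% exonic by length, against 58.02% over the other genes with a peak. Reads from the cDNAs could give this pattern, but 5 genes are too few. The value was at percentile 90.8 of 10000 random gene sets, so such reads and ordinary peaks near promoters cannot be told apart. No gained site lay in any of these 5 genes, and Smad3 held 2 lost sites with no exonic base. Its 5 peaks in the merged Dox- list, where Smad3CA was also expressed, were 29.7% exonic by length. This is above the 4.98% of the gene, but most of their length lay outside exons, where cDNA reads do not map. Its peaks in replicate 2 were 25.4% (Dox+) and 17.2% (Dox-) exonic, while its peak in the merged Dox+ list (360 bp) was 100% exonic. Merged peaks were 100% exonic in both groups at Klf4, and 79.4% in Dox+ and 100% in Dox- at Myc. Sox2 is exonic over its whole length, so its peaks decide nothing.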
